A study of Homo sapiens with 18 samples.

How the data were processed

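RNA from cultured human cells was measured by poly(A)-selected, stranded, paired-end mRNA sequencing in 18 libraries. The authors deposited 1 table per library with raw counts per gene symbol, without normalization. The read aligner, the counting tool, the genome build and the annotation are not stated, so no genomic positions are given, and symbols are used as the tables give them. All 18 tables listed the same 40916 symbols, of which 10180 had no count in any library. The totals ranged from 25737818 to 40839835 counts per library. Low counts were mostly even: across the 18 libraries, 29871 values of 2 stood against 12867 values of 1, and 68.4% of the values from 1 to 10 were even. Counting error was therefore not taken from the counts alone, and fits with counts halved were added.

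The libraries fell into 6 groups of 3 biological replicates: MCF10A, HCT116 and mixed cultures, each non-irradiated (NIR) or irradiated with 10 Gy (IR). The sample titles place the harvest at day 2, and the series description places it at 72 h after irradiation. Both are given here because the tables cannot settle which holds. The labels state no batch, date or lane. Replicate numbers were not taken to pair libraries across groups: the correlation of residuals between libraries of the same number lay between -0.043 and 0.109 over the 15 pairs of groups, and a fit with replicate number as a block was kept as an alternative. Within groups, replicate libraries differed by more than counting error. Their chi-squared per gene was 5.01 to 15.5, or 2.51 to 7.73 with counts halved, so no library was a copy of another.

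The comparisons, tests, gene lists, alternatives and rule for naming genes were fixed before the data were examined. Each gene-wise comparison used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter, and the quasi-likelihood test, 2-sided, on the libraries of the compared groups. The p-values were adjusted with Benjamini-Hochberg, and genes with an adjusted p-value under 0.05 were counted. Standard errors (SE) of log2 fold changes were derived from the fold change and the F statistic. Levels are CPM, a gene's counts times 1e+06 over the library total, as mean ± SD over 3 libraries. Where a group had 0 counts, fold differences were computed against a floor of 3 counts over its 3 libraries and are lower bounds, which cover counting error only. If mates were counted one by one, these bounds are too high by a factor of 2, and bounds from halved counts, added after seeing the data, are given beside them.

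The share of MCF10A RNA in a mixed library was a/(a+b). Here a was the median, over MCF10A-specific genes, of the mixed library's CPM divided by the mean CPM of MCF10A monocultures of the same treatment, and b was the same for HCT116-specific genes. A gene was specific when its mean was at least 20 CPM in a line and it stayed under 1 CPM in every library of the other line. The share is one of counted RNA, not of cells. Shares of the NIR and IR mixtures were compared with a 2-sided exact permutation test, for which 3 against 3 libraries allow no p-value under 0.1. As a background, each HCT116 monoculture library was estimated in the same way with markers and reference levels from the other libraries. Each mixed library was also set against an in silico mixture. This was the MCF10A and HCT116 count proportions of the monocultures with the same replicate number, weighted by the estimated share and scaled to the mixed library's total. In silico mixtures carry the replicate spread of the monocultures, and the spread of the share estimate is not part of these tests.

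Genes were named by rule. In each comparison these were the 3 genes with the largest log2 fold change in each direction among those with an adjusted p-value under 0.05, at least 10 CPM in the higher group and no overlap between the libraries of the groups. For differences between responses, no overlap was not asked for. CDKN1A, MDM2, GDF15, MKI67 and TOP2A were reported in each irradiation comparison. Some genes that the plan or the rule named are not reported here, and no others took their place. Other genes named below were members of reported lists or were chosen after their values were seen, and the text says which.

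5 gene lists written from general knowledge (p53 targets, proliferation, secretory factors, interferon-stimulated genes and clustered histones) were tested with camera of limma 3.58.1 on log2 CPM, with an inter-gene correlation of 0.01. The 20 list tests were adjusted together with Benjamini-Hochberg. Lists of basal mammary and intestinal genes checked the line labels. Of the 20 list tests, 18 had an adjusted p-value under 0.05 with camera. All 18 held under fry, and 8 held under camera with an estimated correlation. Fry asks whether a list changed at all, and camera whether it changed more than other genes. Where many genes changed, fry is therefore a weak check of a camera call. Further lists of glucocorticoid-responsive, cAMP-responsive, cholesterol-synthesis and hypoxia-responsive genes served tests of explanations.

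The gene-wise test, the list test and the share estimate were tested on simulated counts drawn from the means and totals of these libraries with 200 changed genes. For the 8 comparisons, 86.0% to 94.5% of the changed genes were recovered, with 3 to 15 false calls. All simulated changes were of at least 2-fold. In the irradiation comparisons far more genes were called, most with smaller changes, so these rates do not extend to small or widespread changes. The list test recovered medians of 0.46 to 0.50 for a simulated 0.5, with 0 of 20 unchanged lists past 0.05. Simulated genes were drawn independently of each other, so this cannot show how correlation within a list affects the list p-values. Simulated shares of 0.5%, 1%, 5%, 20% and 50% in non-irradiated mixtures were recovered as 0.641%, 1.13%, 5.21%, 20.3% and 49.5%. In irradiated mixtures they were recovered as 0.689%, 1.19%, 5.39%, 20.4% and 49.7%, so low shares were estimated too high.

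Alternatives were upper-quartile, RLE and library-size normalization, DESeq2 1.42.0, limma-voom, another filter or none, a threshold of 0.01, a single fit of all 18 libraries, libraries thinned to the smallest total, omission of mitochondrially encoded and the 10 most abundant genes, a replicate block, other marker limits and estimators of the share, and leaving out replicates. Counts halved and rounded up were added after seeing the data. Figures were drawn with matplotlib 3.10.9. No library was left out.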

Results

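Polyadenylated RNA was counted per gene in 18 libraries from MCF10A, HCT116 and mixed cultures. MCF10A is a non-transformed mammary epithelial line, here carrying a histone H2B-GFP reporter. HCT116 is a colorectal carcinoma line, here unlabelled and described as p53-null. The mixed cultures were described as holding 50% of each line. Each kind of culture was left non-irradiated (NIR) or given 10 Gy (IR), with 3 libraries in each of the 6 groups. The monocultures were described as grown in different media, and the medium of the mixed cultures is not stated. The libraries held 25.7 to 40.8 M counts, where M stands for 1e+06. Group means were 32.9 ± 3.25 and 29.5 ± 3.87 M for MCF10A NIR and IR (SD, n = 3). They were 31.5 ± 3.53 and 33.1 ± 7.56 M for HCT116, and 32.9 ± 4.31 and 36.3 ± 1.07 M for the mixed cultures. Libraries had counts for 19356 to 23225 genes. Mitochondrially encoded genes took 5.19% ± 0.116 of counts in MCF10A NIR and 6.20% ± 0.146 in MCF10A IR. In HCT116 they took 8.62% ± 0.172 and 11.994% ± 0.430, and in the mixed cultures 8.54% ± 0.177 and 12.3% ± 0.354 (SD, n = 3 each). The first principal component of the 18 libraries held 78.0% of the variance and the second 7.16%.

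The labels were checked against the levels of line-specific genes. All 10 basal mammary genes were lower in HCT116 NIR than in MCF10A NIR, and all 6 intestinal genes that could be tested were higher. Upper-quartile factors and library size alone moved the median of all genes between the NIR lines to 0.25, against 0.05 under TMM.

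**Figure D1:**
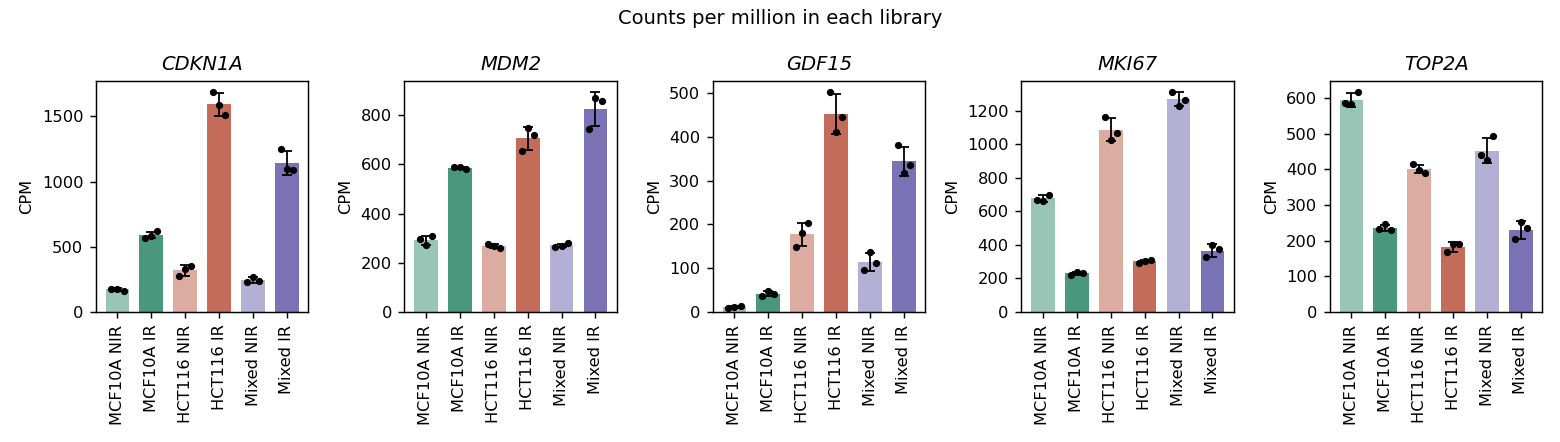
Normalised read counts (CPM) of CDKN1A, MDM2, GDF15, MKI67 and TOP2A in the 6 groups, where bars are means, error bars are SD and points are the 3 libraries. After irradiation CDKN1A, MDM2 and GDF15 rose and MKI67 and TOP2A fell in all 3 kinds of culture.

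Comparing the lines without irradiation asked how distinct their transcripts were. Of 16568 genes tested, 12389 had an adjusted p-value under 0.05, with 6415 higher and 5974 lower in HCT116. The alternative that moved this split most was upper-quartile normalization, with 62.4% of the called genes higher in HCT116 against 51.8%. KRT19 was at 886 ± 146 CPM in HCT116 and had no counts in MCF10A, at least 28962-fold higher. MAGEB2 and MYH14 were at least 5507-fold and at least 4320-fold higher. TGFBI was at 2555 ± 197 CPM in MCF10A and had no counts in HCT116 NIR, at least 80556-fold lower. XIST and SFRP1 were at least 16831-fold and at least 13662-fold lower in HCT116. With counts halved the bounds were 14481, 2753 and 2160 for KRT19, MAGEB2 and MYH14, and 40278, 8416 and 6831 for TGFBI, XIST and SFRP1.

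Irradiation of MCF10A changed 8395 of 15154 tested genes, with 3976 higher and 4419 lower. Changes of at least 2-fold were called for 1081 higher and 510 lower genes. Upper-quartile normalization moved this result most, with 57.5% of the called genes higher against 47.4%. HEPHL1 rose from 1.64 ± 0.355 to 42.0 ± 2.52 CPM (log2 fold change 4.66, SE 0.128, adjusted p-value 2.0e-21). ENTPD3 rose by 3.12 and ATF3 by 2.85 on the log2 scale. LMNB1 fell from 175.5 ± 3.89 to 38.9 ± 0.979 CPM (log2 fold change -2.19, SE 0.051, adjusted p-value 1.8e-22). FAM72B, which has close paralogs, had a log2 fold change of -1.996 and HMGB2 one of -1.98. CDKN1A rose by 1.76 on the log2 scale, from 171.8 ± 10.4 to 590.4 ± 26.6 CPM. MDM2 rose by 0.98 and GDF15 by 1.88, while MKI67 changed by -1.57 and TOP2A by -1.36. All 5 of these genes were called.

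Irradiation of HCT116 changed 8846 of 16857 tested genes, with 4269 higher and 4577 lower. Changes of at least 2-fold were called for 1009 higher and 1164 lower genes. KRTAP3-1 rose from 0.309 ± 0.149 to 39.7 ± 6.20 CPM (log2 fold change 6.96, SE 0.20, adjusted p-value 1.0e-17). KLK5 rose by 4.62 and CPA4 by 4.40 on the log2 scale. ANKRD37 fell from 18.5 ± 2.11 to 2.42 ± 0.799 CPM (log2 fold change -2.95, SE 0.184, adjusted p-value 4.8e-12). INSIG1 changed by -2.73 and PEG10 by -2.54. CDKN1A rose from 317.8 ± 39.3 to 1593 ± 90.2 CPM (log2 fold change 2.33, SE 0.075, adjusted p-value 5.0e-17). MDM2 rose by 1.41 and GDF15 by 1.36, while MKI67 changed by -1.84 and TOP2A by -1.13, and all 4 were called.

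The difference between the responses of the lines was tested directly, as HCT116 minus MCF10A, over the 12 monoculture libraries. Of 18179 genes, 6781 were called, with 2801 higher and 3980 lower in HCT116. Without mitochondrially encoded and the 10 most abundant genes, 52.5% of the called genes were higher against 41.3%, and without a filter 51.9%. The median of all genes in this comparison was -0.10, so that a gene at 0 lay above the median. CDKN1A differed by 0.50 (SE 0.098, adjusted p-value 0.00023) and MDM2 by 0.35 (SE 0.072, adjusted p-value 0.00037). MKI67 differed by -0.34 (SE 0.070, adjusted p-value 0.00033), and by -0.21 without MCF10A IR replicate 2. GDF15 differed by -0.60 (SE 0.153, adjusted p-value 0.0028), and by -0.38 (adjusted p-value 0.056) without MCF10A IR replicate 2. TOP2A was not called, at 0.15 (SE 0.073, adjusted p-value 0.112). It was called under 4 alternatives, with differences of up to 0.25, and in 5 of the 12 fits that each left out a library, where its difference ranged from 0.13 to 0.29.

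The 5 genes named here from the largest fitted response differences each had a group without counts, so the fitted value is no bound on the fold. CASP1 (fitted log2 difference 7.09) went from 34.5 to 23.5 CPM in MCF10A and from 0 to 0.395 CPM in HCT116. EDA2R (6.52) went from 15.4 to 28.9 CPM in MCF10A and from 0 to 0.724 CPM in HCT116. CROT (6.47) went from 29.3 to 38.6 CPM in MCF10A and from 0 to 0.542 CPM in HCT116. AMOT (-6.98) went from 0 to 0.176 CPM in MCF10A and from 31.5 to 12.8 CPM in HCT116. VSTM2L (-6.78) went from 14.5 to 29.96 CPM in MCF10A and from 0.222 to 0 CPM in HCT116.

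Across the 14091 genes tested in both lines, the log2 fold changes had a Pearson r of 0.34 and a Spearman rho of 0.34. This is a correlation across genes, which are not independent replicates. Of 5133 genes called in both lines, 3732 (72.7%) changed in the same direction and 1401 in opposite directions.

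**Figure D2:**
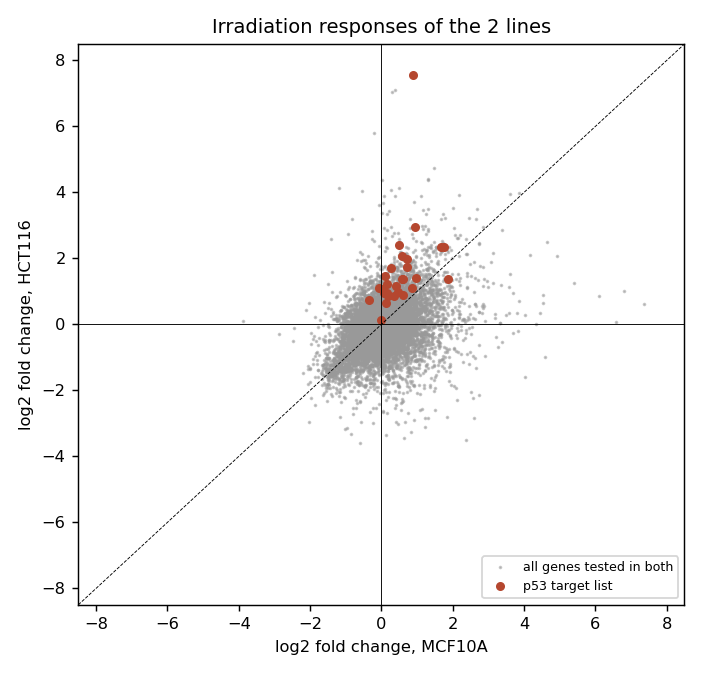
Log2 fold change after irradiation in MCF10A (x axis) and HCT116 (y axis), for the 14091 genes tested in both, with members of the p53 target list marked and the dashed line marking equal change. The p53 targets lie mostly above the line, and the highest of them, EDA2R, rests on a group without counts.

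The gene lists summarised these responses. The median p53 target rose by 0.49 on the log2 scale in MCF10A (26 of 29 genes higher, adjusted p-value of the list 6.4e-07). In HCT116 it rose by 1.36 (29 of 29 higher, 1.5e-16) and in the mixed cultures by 1.05 (28 of 28 higher, 1.0e-15). Of the p53 targets, 22 were called in MCF10A over all genes and 23 adjusted over the list alone. In HCT116 these counts were 28 and 28, and in the mixed cultures 28 and 28. The median response of the p53 targets was higher in HCT116 than in MCF10A by 0.70 (28 of 30 genes, adjusted p-value 4.4e-14), with 25 genes called over all genes and 25 adjusted over the list alone. Among the alternatives, the estimated correlation moved the MCF10A result most, to an adjusted p-value of 0.080. That range ran from 1.5e-07 to 0.080.

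Proliferation genes had median changes of -1.35 in MCF10A (0 of 32 higher, adjusted p-value 2.8e-19), -1.42 in HCT116 (1 of 32 higher, 1.7e-17) and -1.22 in the mixed cultures (0 of 32 higher, 9.7e-17). Called over all genes were 32, 30 and 31 of them, and adjusted over the list alone also 32, 30 and 31. As a list they were not called for a difference between the lines' responses relative to other genes, with a median of -0.09 against -0.097 for all genes (13 of 32 higher, adjusted p-value 0.642). Of the members, 13 were called on either count, 3 higher and 10 lower in HCT116. Secretory factors rose by a median of 1.18 in MCF10A (21 of 21 higher, 2.6e-09), 0.39 in HCT116 (12 of 15 higher, 0.048) and 0.76 in the mixed cultures (14 of 17 higher, 0.0024). Called were 21, 7 and 10 of them, over all genes and adjusted over the list alone. The mixed values can also reflect a changed share of MCF10A RNA, estimated below. MMP1 and MMP10 were tested in the mixed cultures but not in HCT116, and IL1B was MCF10A-specific without irradiation. The HCT116 list result was lost in 4 of the 6 fits that each left out a library. The secretory response was lower in HCT116 than in MCF10A by a median of -0.63 (4 of 21 higher, 0.00205), with 10 genes called over all genes and 11 adjusted over the list alone. IL6, CCL20, MMP1, MMP3, MMP10 and CSF2 rose in MCF10A but had too few counts to be tested in HCT116 alone. Where such genes enter this difference, a negative value need not show a weaker response.

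Interferon-stimulated genes rose by a median of 0.94 in MCF10A (20 of 22 higher, adjusted p-value 0.00011), 0.59 in HCT116 (16 of 21 higher, 0.00076) and 1.97 in the mixed cultures (22 of 23 higher, 2.7e-11). Called were 18, 13 and 22 of them, over all genes and adjusted over the list alone. The difference between the lines was -0.59 (10 of 22 higher), with an adjusted p-value of 0.318 under camera and 9.0e-05 under fry, and 13 genes were called on either count. It was -0.30 without a filter and ran from -0.68 to -0.12 over the fits that each left out a library, with -0.12 reached without MCF10A IR replicate 2. Clustered histones rose by a median of 1.40 in MCF10A (19 of 24 higher, 0.00062), 1.41 in HCT116 (16 of 17 higher, 8.3e-06) and 1.04 in the mixed cultures (14 of 17 higher, 0.0060). Called over all genes were 15, 14 and 11 of them, and adjusted over the list alone 15, 15 and 11. Without a filter, which brings in members with few counts, these medians were 0.22, 0.45 and 0.33, and without HCT116 IR replicate 3 the HCT116 median was 2.14. Their response was higher in HCT116 by 0.40 (16 of 25 genes, adjusted p-value 0.048), with 6 genes called over all genes and 5 adjusted over the list alone. This call was lost in 7 of the 12 fits that each left out a library.

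**Figure D3:**
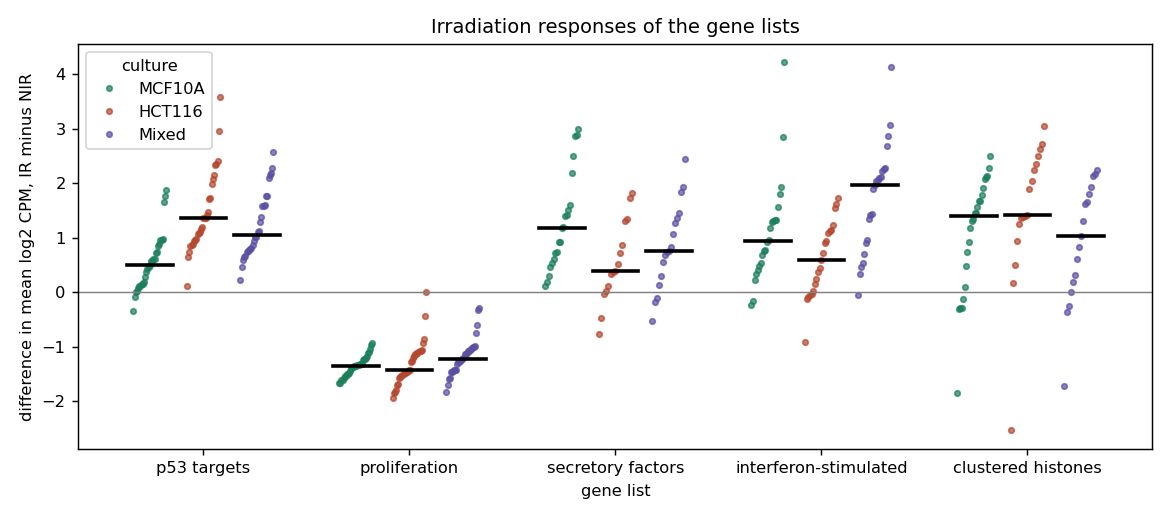
Difference in mean log2 CPM between irradiated and non-irradiated libraries for each tested member of 5 gene lists (points) and their median (bars), in MCF10A, HCT116 and mixed cultures. The median p53 target rose by 0.49 in MCF10A, 1.36 in HCT116 and 1.05 in the mixed cultures.

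Irradiation of the mixed cultures changed 8347 of 16906 tested genes, with 4060 higher and 4287 lower. Changes of at least 2-fold were called for 1022 higher and 726 lower genes. Changes in the mixtures hold both the response of each line and any change in the share of MCF10A RNA, estimated below. KRTAP3-1 rose from 0.170 ± 0.114 to 12.4 ± 2.17 CPM (log2 fold change 6.20, SE 0.288, adjusted p-value 2.9e-13). KLK5 rose by 4.86 and IFI44L by 4.23 on the log2 scale. INSIG1 changed by -2.33, KLF2 by -2.21 and HMGB2 by -2.17. CDKN1A rose by 2.19, MDM2 by 1.58 and GDF15 by 1.56, while MKI67 changed by -1.82 and TOP2A by -0.999, and all 5 were called. Of 6735 genes called in both the mixed and the HCT116 cultures, 6722 changed in the same direction. Of 5026 called in both the mixed and the MCF10A cultures, 3963 did.

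The share of MCF10A RNA in each mixed library was estimated to test the described composition. From 144 MCF10A-specific and 153 HCT116-specific genes, the 3 NIR mixtures held 0.503%, 0.438% and 0.399% MCF10A RNA (mean 0.447% ± 0.053, n = 3). From 143 and 139 such genes, the 3 IR mixtures held 1.29%, 1.17% and 1.27% (mean 1.24% ± 0.066, n = 3). The sum of both lines' parts was 96.0% ± 1.48 in the NIR and 97.6% ± 0.916 in the IR mixtures. Background estimates in held-out HCT116 monocultures lay between 0.0097% and 0.0503% (NIR) and between 0.0696% and 0.124% (IR). The shares of the NIR and IR mixtures did not overlap and differed by 0.794 percentage points (exact permutation test, 2-sided, p = 0.1, the smallest p-value that 3 against 3 libraries allow). The estimator mattered at this level: non-negative least squares gave 0.804% and 1.15%, with a difference of 0.344 points (exact p = 0.9). The middle part of the MCF10A-specific genes ranged widely, with quartiles at 0.196% and 0.986% of their monoculture level in the NIR and 0.544% and 2.35% in the IR mixtures. XIST, which had no counts in HCT116 NIR, was at 1.58 ± 0.795 CPM in the NIR and 6.34 ± 0.448 CPM in the IR mixtures.

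**Figure D4:**
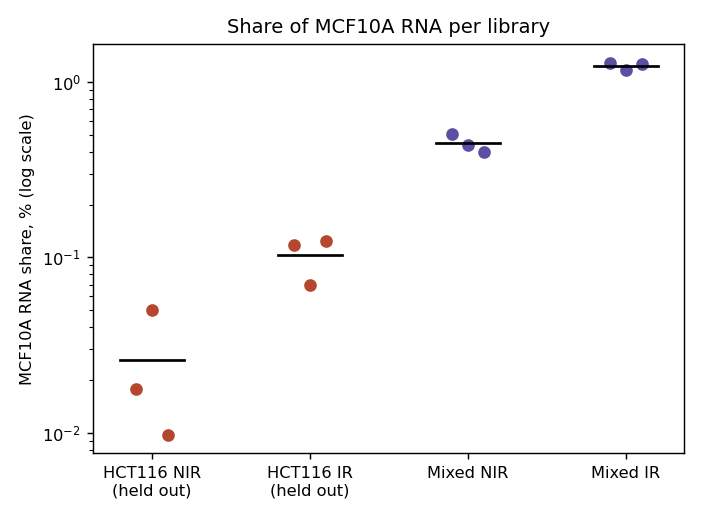
Estimated share of MCF10A RNA, in percent on a log scale, in each held-out HCT116 library and each mixed library, where lines are group means. The mixed libraries lie between 0.399% and 1.29%, above all 6 held-out HCT116 libraries.

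Each mixed library was then compared with an in silico mixture of the monocultures at its estimated share, which asked whether mixing changed expression beyond a weighted sum. Without irradiation, 338 of 16530 genes were called, with 129 higher and 209 lower in the mixed libraries. A share fixed at 0.5 moved this most, to 3872 higher and 4484 lower. The counts without replicate 2 were 34 higher and 72 lower. H2BC11 was at 39.3 ± 3.87 CPM in the mixed libraries and 1.44 ± 0.259 CPM in the in silico mixtures (log2 fold change 4.77, SE 0.142, adjusted p-value 1.9e-13). PDE4D was higher by 1.54, which was 1.21 (adjusted p-value 0.116) without replicate 2, and TGFBI was higher by 1.47. KRT5 was at 0.724 ± 0.206 CPM against 13.0 ± 2.16 CPM in silico (log2 fold change -4.16, SE 0.215, adjusted p-value 1.5e-09). KRT81 was at -1.62 and ANKRD37 at -1.56. At a share fixed at 0.5 the values of H2BC11, PDE4D and TGFBI were -1.76, -2.10 and -5.43.

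With irradiation, 1399 of 17301 genes were called, with 783 higher and 616 lower in the mixed libraries. Without replicate 2 these counts were 288 and 219, and without replicate 3 they were 304 and 211. IFI44L was at 10.4 ± 0.645 CPM against 0.699 ± 0.121 CPM in silico (log2 fold change 3.88, SE 0.195, adjusted p-value 3.6e-14). TNC was higher by 3.76 and H2BC11 by 2.67. KRT5 was at 2.72 ± 0.183 CPM against 36.0 ± 0.168 CPM in silico (log2 fold change -3.73, SE 0.112, adjusted p-value 7.7e-19). KLK5 was at -2.29 and LCN2 at -2.18. At a share fixed at 0.5, TNC was at -1.66, H2BC11 at -2.28 and IFI44L at 0.0029 (adjusted p-value 0.987). Of the genes called both with and without irradiation, 166 of 170 differed in the same direction.

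The response of the mixtures to irradiation was compared with that of the in silico mixtures in the same fit. Across 16507 genes the log2 fold changes of both had a Pearson r of 0.83, a correlation across genes. Of 18237 genes, 99 were called, with 76 higher and 23 lower. Each count fell by more than a factor of 1.5 in every fit that left out a replicate number, to between 17 and 29 higher and between 3 and 7 lower. IFI6 rose from 8.62 ± 0.895 to 37.5 ± 1.10 CPM in the mixtures and from 14.0 ± 2.00 to 22.8 ± 1.20 CPM in silico (log2 difference 1.38, SE 0.147, adjusted p-value 8.7e-06). IFI44L differed by 3.12 (adjusted p-value 0.00094), and its adjusted p-value was 0.050 without replicate 2. ANKRD37 differed by 1.82, and was not called without replicate 1 or without replicate 2. H2BC11 differed by -2.12 (SE 0.174, adjusted p-value 8.6e-08). ZBED2 at -0.94 was not called without replicate 2, and ABCA12 at -0.80 (adjusted p-value 0.017) was not called in any of the 3 fits that left out a replicate number. The differences were not called for CDKN1A (-0.14), MDM2 (0.17), GDF15 (0.21), MKI67 (0.02) and TOP2A (0.12). In fits that left out a replicate number these genes stayed uncalled, but their values moved. CDKN1A ran from -0.26 to -0.045, MDM2 from 0.15 to 0.19, GDF15 from 0.073 to 0.34 and TOP2A from 0.056 to 0.21. At a share fixed at 0.5 MDM2 was called, at 0.35 (adjusted p-value 0.0017).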

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

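Of the tests in this part, those of normalization, of GC content, of induction without p53 and of cross-contamination were chosen only after the result was seen. The results here are those for which the test of the difference between the lines' responses itself passed an adjusted p-value of 0.05. They were the p53 target, secretory factor and clustered histone lists, and the 9 genes named in this part. Over 100 splits of the 12 monoculture libraries that exchanged treatment labels within lines, 2 gave as many called genes as the real one's 6781. The other of the 2 exchanged all 3 treatment labels of 1 line, which adds the responses in place of subtracting them. With 3 libraries in each group, no library was tested for lying far from its group, and no table was left unanalysed.

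The p53 target list rose more in HCT116, which is described as p53-null, than in MCF10A, with a median difference of 0.70. CDKN1A differed by 0.50 and MDM2 by 0.35. The tables argue against several technical sources of the rise in HCT116. The highest share of MCF10A RNA in a held-out irradiated HCT116 library was 0.124%, while the median target's rise would need 89.4%. A scaling factor moves all genes of a comparison alike, but the list departed from the other genes (camera with an estimated correlation, p 0.0061), and the median of all genes stayed between -0.00029 and 0.019 over 4 scalings. The list median was 1.34 in the lower of the fits on thinned libraries and on libraries without mitochondrially encoded and abundant genes, and 1.34 after the trend with GC content was removed, with a value for 29 of 29 targets. The 28 targets called higher may have been induced without p53, which cannot be told apart from induction by it, because counts per gene of the targets do not show what induced them. The list difference kept its direction and its call in every alternative and every fit that left out a library.

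The secretory factor list differed by -0.63 and GDF15 by -0.60, both lower in HCT116. Some secretory factors had too few counts to be tested in HCT116 alone, so the list difference need not be a weaker response throughout. MKI67 differed by -0.34, with a range from -0.39 to -0.21 over the fits that each left out a library, where -0.21 was reached without MCF10A IR replicate 2. The clustered histone list differed by 0.40, and that call was lost in 7 of the 12 fits that each left out a library. GDF15 was at -0.38 with an adjusted p-value of 0.056 without MCF10A IR replicate 2, and over its other alternatives the adjusted p-value ran from 4.0e-07 to 0.033. The difference of the lines and the difference of their media coincide in this design, so neither can be separated from the other for any of these results. The poly(A) selection of the libraries limits the reading of histone genes, most of whose transcripts lack a poly(A) tail, and this was not tested.

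5 of the largest fitted differences, CASP1 at 7.09, EDA2R at 6.52, CROT at 6.47, AMOT at -6.98 and VSTM2L at -6.78, sit at genes with no counts in a group of a line. RNA of the other line carried between libraries could give such low counts. CASP1, EDA2R and CROT stood at 1.68%, 2.51% and 1.41% of their level in irradiated MCF10A, and AMOT at 1.38% of its level in irradiated HCT116. Carried RNA would leave no abundant gene of its source under these percentages. Of 2292 genes of at least 100 CPM in irradiated MCF10A, however, 50 stood in irradiated HCT116 under 0.703% of that level, 0.5 times the percentage of CROT. Of 2136 such genes of irradiated HCT116, 19 stood in irradiated MCF10A under 0.689%, 0.5 times that of AMOT. VSTM2L had no counts in irradiated HCT116, so the test does not cover it. A low level of transcription that irradiation switched on remains as a hypothesis for the other 4 genes, at counts too few to give the size of a response.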

How the results depend on the processing

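The fits with counts halved were chosen only after the low counts were seen, and all other alternatives were planned. For the irradiation comparisons, the comparison of the lines and the response difference between the lines, all counts of called genes stayed within a factor of 1.5 in every alternative and every fit that left out a library. The share of higher genes among those called moved as well. Upper-quartile factors gave 57.5% in MCF10A irradiation and 62.4% between the lines, where library size alone gave 62.2%. For mixed irradiation, 55.0% were higher in the single fit of all 18 libraries, against 48.6%. Upper-quartile factors gave 53.5% there and library size alone 52.2%. For the response difference, 51.9% were higher without a filter and 52.5% without mitochondrially encoded and abundant genes. For the mixture response, 87.7% were higher with library size alone, 61.5% with DESeq2 and 66.4% without a filter, against 76.8%.

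The in silico comparisons depended on the processing. Without irradiation (129 higher, 209 lower), DESeq2 gave 267 and 319, no filter 271 and 374, a threshold of 0.01 42 and 92, and replicate number as a block 293 and 402. Fits that left out a replicate number gave 34 to 71 higher and 72 to 159 lower. With irradiation (783 higher, 616 lower), a threshold of 0.01 gave 393 and 294 and the block 1179 and 990. Fits that left out a replicate number gave 288 to 631 higher and 211 to 547 lower. For the difference between the responses (76 higher, 23 lower), library size alone gave 128 higher, DESeq2 192 and 120, voom 38 lower, no filter 188 and 95, and a threshold of 0.01 25 and 7. Fits that left out a replicate number gave 17 to 29 higher and 3 to 7 lower. Each in silico mixture has the share and total of the mixed library of its number, so a block ties them by construction. A stricter threshold and fewer libraries lower a count by construction, and for the other settings the cause was not tested.

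A share fixed at 0.5, the described composition, gave 3872 higher and 4484 lower genes without irradiation, 4451 and 5203 with irradiation, and 925 and 1008 for the response. It reversed H2BC11 (-1.76), PDE4D (-2.10) and TGFBI (-5.43) without irradiation, and TNC (-1.66) and H2BC11 (-2.28) with irradiation, where IFI44L (0.0029) was no longer called. In the response it reversed ZBED2 (0.70), ABCA12 (0.53), CDKN1A (0.015) and MKI67 (-0.11), and MDM2 (0.35) became called. These follow from its construction, since it adds MCF10A RNA that the mixed libraries lack.

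The share of MCF10A RNA moved with the markers and the estimator. Markers of at least 5 CPM gave 0.615% (NIR) and 1.40% (IR). Markers of at least 50 CPM that also stayed under 0.5 CPM in the other line gave 0.297% and 1.04%. Non-negative least squares gave 0.804% and 1.15% with a difference of 0.344 points, and marker sums 0.704% and 2.17% with a difference of 1.46 points. TMM library sizes gave 1.09% (IR) and a difference of 0.634 points, and non-irradiated references 1.37% and 0.919 points. Fits that left out a library or replicate number gave differences of 0.731 to 0.827 points. With mixed libraries paired by replicate number as a block, the difference was 0.794 points, with an exact sign-flip p of 0.25, the smallest that 3 pairs allow. The cause of these shifts was not tested, and the highest estimate among them was 2.17%.

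Camera with an estimated correlation kept 8 of 18 list calls. Lost in MCF10A were the p53 targets (0.49) and secretory factors (1.18). Lost in HCT116 were the secretory factors (0.39), interferon-stimulated genes (0.59) and histones (1.41), and in the mixed cultures proliferation (-1.22), secretory factors (0.76) and histones (1.04). Between the lines, the secretory factors (-0.63) and histones (0.40) were lost, while fry called the interferon-stimulated genes (-0.59). The medians are the same by construction, since only the test changed. Without a filter, secretory factors in HCT116 (0.31) and the histone difference (0.17) were not called, and the proliferation difference, never called, changed sign (0.011). The histone medians fell to 0.22 in MCF10A, 0.45 in HCT116 and 0.33 in the mixed cultures and stayed called. Library size alone (0.44), the replicate block (0.40) and counts halved (0.50) also lost the histone difference, and counts halved lost the secretory factors in HCT116 (0.38). Across the fits that each left out a library, the histone difference ran from 0.24 to 0.67, the proliferation difference from -0.11 to 0.032, and the secretory factors in HCT116 from 0.35 to 0.42. The cause was not tested.

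For MKI67 in the mixture response, fits that left out a replicate number ran from -0.021 to 0.042. Besides this and the fixed share, 926 fits of named genes under the other alternatives gave 4 stronger and 2 weaker results, and 423 fits that left out libraries gave 5 stronger and 9 weaker ones. Depth limits the genes near 0 in a line, whose fold changes are not estimable, and the MCF10A part of the mixtures, which rests on a small part of each library's counts.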

Other observations

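Chosen only after the result was seen were all tests of H2BC11, of the low MCF10A share and of its increase with irradiation, the test of the share as a source of the departures from the weighted sum, the test of the normalization of the interferon-stimulated genes, and that of the even counts. Non-negative least squares and non-irradiated references were planned as alternatives for the share, and only their use against explanations was chosen afterwards. The MCF10A part of the mixed libraries was far below the described 50%. MCF10A-specific genes switched off in co-culture would leave HCT116-specific genes well below their monoculture level, but these stood at 96.0% of it over the 6 mixed libraries. Background between libraries gave at most 0.0503% in non-irradiated HCT116. The mean share of 0.447% without irradiation may reflect unequal seeding, loss or slower growth of MCF10A cells, or less RNA per cell. These cannot be told apart, because cell counts were not used here. Any statement on the mixed cultures is therefore one on cultures in which nearly all counted RNA came from HCT116.

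The share was higher with irradiation in all 3 libraries. With non-irradiated references the difference was 0.919 points, so the reference levels do not account for it, and the mean background differed by 0.0779 points. Non-negative least squares did not separate the groups, with a difference of 0.344 points. A smaller loss of MCF10A than of HCT116 cells with irradiation is a candidate explanation that was not tested.

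H2BC11 was at 252 CPM in MCF10A NIR, 0.317 CPM in HCT116 NIR and 39.3 CPM in the mixed NIR libraries, or 15.6% of its MCF10A level, above all other MCF10A-specific genes. With irradiation it stood at 11.2%, with 3 other markers as high. A share of MCF10A cells as high as H2BC11 shows is excluded by the median of 0.443% over all MCF10A-specific genes. H2BC11 raised by a single factor in the MCF10A cells would have to rise with the share, but its level in the mixtures changed by a factor of 0.787. The share was 2.78 times as high with irradiation by the marker median, and 95 of 106 MCF10A-specific genes stood at a higher percentage of their monoculture level. Non-negative least squares, at 0.804% and 1.15%, did not separate the treatments, so this argument holds only as far as the share rose. Reads shared between histone genes stay open: the 17 other clustered H2B genes held 12.3 CPM together in the mixed and 12.5 CPM in the in silico libraries, but reads assigned to H2BC11 alone would leave no trace in them. The mixed cultures may contain HCT116 cells with an H2B reporter, which would fit 39.3 CPM, but the reporter's sequence is not among the symbols and the gene it was made from is not stated. The 2 explanations cannot be told apart.

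A share wrong by up to 2 times does not account for most departures from the weighted sum: of the 338 genes called without irradiation, 306 kept call and direction at a share of 0 and 319 at 2 times the estimate, above the highest other estimate of 0.804%. Of the called genes over 2-fold higher in MCF10A, 39 were higher and 36 lower in the mixtures without irradiation. With irradiation these counts were 175 and 103. Another share would move such genes all the same way. The share was set at the median of MCF10A-specific genes, so a near-even split partly follows from its construction. At a share fixed at 0.5, H2BC11 (-1.76) and TGFBI (-5.43) reversed. Of the 338 genes called without irradiation, 33.1% were within 2-fold between the lines, against 60.1% of the tested genes. Of the 1399 genes called with irradiation, 49.1% were, against 59.5% of the tested genes. Genes that differ between the lines were thus over-represented. Components of the MCF10A medium may have acted on HCT116 cells, but the medium of the mixed cultures is not stated. Glucocorticoid-responsive genes had a median of -0.094 (camera p 0.039) without and 0.10 (p 0.654) with irradiation. Those for cAMP, which cholera toxin raises, were at -0.22 (p 0.233) and -0.03 (p 0.698). Genes of cholesterol synthesis, which respond to serum, were at -0.11 (0 of 15 higher, p 0.00043) and -0.03 (p 0.433). None of these medium-related lists had a camera p under 0.05 in both treatments. Members of the cAMP list went both ways: PDE4B (0.66 without and 0.69 with irradiation) and PDE4D (1.54 and 1.63) were called higher in both treatments, although PDE4D without irradiation was not called (1.21) when replicate 2 was left out. RGS2 was called higher with irradiation (0.46), while FOS was called lower without (-0.95) and NR4A2 with irradiation (-0.39). Members of the glucocorticoid list also went both ways. With irradiation FKBP5 (0.29) was called higher, and DUSP1 (-0.54), MT2A (-0.36) and ZBTB16 (-4.95, SE 1.035) were called lower. ZBTB16 was MCF10A-specific without irradiation (52.7 CPM in MCF10A), so its value need not reflect HCT116 cells. Without irradiation ERRFI1 (-0.47) was called lower. Of the cholesterol list, INSIG1 (-0.49) and FDFT1 (-0.25) were called lower without irradiation, and FDFT1 (-0.21) with irradiation. None of these explanations can be told apart.

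The interferon-stimulated list was higher in the irradiated mixtures than in silico, with a median of 0.51 (22 of 23 higher, camera p 5.5e-15). Without irradiation it was at -0.31 (2 of 21 higher). A scaling factor moves all genes of a comparison alike, but the list departed from the other genes also with an estimated correlation (camera p 0.0029), and the median of all genes stayed between -0.0012 and 0.0087 over 4 scalings, which argues against normalization. The list median was at least 0.4997 at a share of 0 and of 2 times the estimate, which argues against the share. A response to mixed culture with irradiation is a hypothesis, since the media and density of the cultures were not separated from mixing. In the same comparison p53 targets were at -0.23 (2 of 30 higher), proliferation genes at 0.30 (31 of 32 higher) and histones at -0.58 (3 of 21 higher). The proliferation list was also higher without irradiation, at 0.14 (32 of 32). Secretory factors were at -0.35 (3 of 18 higher, camera p 0.00077) without and -0.18 (8 of 18, p 0.027) with irradiation. In the response of the mixtures against the in silico mixtures, the interferon-stimulated list was at 0.68 (camera p 3.0e-25). There p53 targets were at -0.19 (p 5.6e-06), proliferation genes at 0.12 (p 0.0013), histones at -0.51 (p 1.2e-05) and secretory factors at -0.03 (p 0.860).

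ANKRD37 was lower in the mixed NIR libraries (-1.56) and in irradiated HCT116 (-2.95). Lower hypoxia signalling in less crowded cultures is a candidate explanation. The hypoxia-responsive list had a median of -0.92 in irradiated HCT116 (camera p 8.8e-05), but of -0.08 (p 0.113) in the mixed NIR libraries. Of its members, ADM (-0.77) and NDRG1 (-0.69) were called lower in the mixed NIR libraries, and the others were not called. Lower hypoxia signalling therefore cannot be told apart from other causes, and culture density is not stated.

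For each of the 6 comparisons of 3 against 3 libraries, 1 of the 10 splits, the real one, gave as many genes with an adjusted p-value under 0.05, a share that can never be under 0.1. For the response of the mixtures against the in silico mixtures, 8 of the 100 splits gave as many as the real 99, so that chance regrouping was not excluded by this count. The 7 others all kept the in silico labels and exchanged 2 or 3 of the mixed libraries' treatment labels, so that they hold the irradiation response itself. The largest count in any remaining split was 2.

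Values of 2 were 2.32 times as frequent as values of 1 across the 18 libraries, which is consistent with each mate of a read pair being counted on its own. Counts halved left the comparisons' called genes within a factor of 1.5. CDKN2A, chosen after its values were seen, had no counts in MCF10A NIR and 17.1 CPM in HCT116 NIR.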
